A study of Mus musculus with 12 samples.

How the data were processed

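Gene expression was measured by RNA sequencing of the dorsal telencephalon of 12 mouse embryos at stage E13.5, 4 each of the control, cKO and dKO genotypes. Per the labels' protocols, tissue was dissected into Trizol, RNA was extracted with a column kit, and stranded total RNA libraries were sequenced on an Illumina NextSeq instrument. The deposited values are TPM, transcript abundance scaled for gene length to a fixed library sum, per gene symbol, 1 table per embryo. The unit is inferred from the values: each table sums to 1000000 and holds fractional numbers, and no header names the unit. The aligner, the quantification tool, the genome build, the annotation and the treatment of shared reads are not stated in the labels. Total RNA libraries hold short structural RNAs, and TPM divides by gene length, so such RNAs took a large part of each library and changes in them move the values of all other genes. TPM keeps no depth, so the depth per library is unknown, and no interval or floor is given.

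Groups were taken from the genotype labels. Replicate numbers were taken from the sample titles, where they repeat across genotypes; nothing states that same-numbered embryos are littermates, so the numbers were not used as a block in the main design. Of the 54735 gene symbols, 54183 were found in GENCODE mouse release M21, which was used for gene type, chromosome, transcript length, GC content and order along chromosomes. Because the authors' build is not stated, no coordinates are printed.

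Values were analysed as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with an intensity trend, over the 11764 genes with a mean of at least 1 TPM across all libraries. The 3 groups shared one fit, and genes with a Benjamini-Hochberg adjusted p under 0.05 in a contrast were called. All fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. The fits, the gene lists and the alternatives named here without a remark were fixed before the data were examined. List scores are the mean log2(TPM + 1) of the listed genes in each embryo. These scores, the targeted genes and the protein-coding share were compared by exact two-sided permutation tests over 70 assignments of 4 against 4 embryos, whose smallest p is 0.0286, with Benjamini-Hochberg adjustment within each family (18 list tests, 6 targeted tests and 3 share tests). Named genes are, per contrast, the 5 largest increases and 5 largest decreases among called genes whose groups do not overlap, without sex-linked markers, with Rnu11, Trp53, the 5 most changed p53 targets and the 5 most changed called minor intron genes.

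The plan was to find minor introns by their splice site sequences. Genome sequence was not used here, so the list prepared for that case, written from general knowledge, took its place, and its members were not checked on sequence.

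Alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, quantile normalization, median-shift centring (each library shifted by the median of its log2 differences from the mean library), sample weights, fits of 2 groups only, the replicate number as a block, a minimum log2 change of 1, and leaving out each embryo in turn. For lists, the median in place of the mean, all listed genes, and the fry rotation test were used. Chosen after seeing the data were protein-coding rescaling (each library multiplied by 1 factor so that its nuclear protein-coding genes reach an equal sum; factors from 0.798 to 1.10), RefSeq rescaling (the same with the protein-coding genes of RefSeq; factors from 0.789 to 1.11), the fits without X and Y genes, RefSeq gene types, and the alternatives for the targeted genes and for leaving out embryos from the protein-coding share.

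The procedure was tested on simulated data for the 11764 genes with 200 genes changed by 1 on the log2 scale. It recovered 182 of them (91%) with 13 false calls. With a common shift of 0.25 added to the simulated cKO libraries, 4225 false calls appeared, and median-shift centring returned the result to 182 recovered and 13 false. Simulated genes varied independently and the shift was equal in all simulated cKO libraries, so centring had to remove it. Median shifts of the real cKO libraries ran from 0.076 to 0.315. The simulation therefore does not give the error rate or the power of the real calls. Plots were drawn with matplotlib 3.10.9.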

Results

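The data are RNA profiles of the pallium, the dorsal part of the embryonic forebrain that forms the cortex, from mouse embryos at stage E13.5. Rnu11 encodes U11, a small nuclear RNA of the minor spliceosome, which removes a rare class of introns. Emx1-Cre deletes floxed alleles in pallial progenitor cells. Embryos of 3 genotypes were profiled, with 4 embryos in each. Control embryos carried 1 floxed and 1 wild-type Rnu11 allele. Embryos with Rnu11 deleted (cKO) carried 2 floxed Rnu11 alleles and wild-type Trp53, the gene for p53. Double mutants (dKO) carried floxed alleles of both genes on both chromosomes. All 12 embryos carried Emx1-Cre, so the control group is heterozygous for the Rnu11 deletion. Each library lists 54735 gene symbols with a TPM (length-scaled transcript abundance) value and sums to 1000000. TPM keeps no sequencing depth, so the depth of each library is unknown, and no counting interval or detection floor is given. Genes with a value above 0 numbered 25922 ± 504 in control, 28451 ± 762 in cKO and 27541 ± 2236 in dKO (mean ± SD, n = 4 each).

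The targeted genes were examined first, as a check of the genotype labels. Rnu11 stood at 640.5 ± 86.4 TPM in control, 145 ± 20.4 in cKO and 164 ± 26.3 in dKO (SD, n = 4 each), so the mutant means were 22.6% and 25.6% of control. Every mutant embryo lay below every control embryo, and the exact two-sided permutation test gave p = 0.0286 for each mutant against control, the smallest value that the 70 assignments of 4 against 4 allow (0.0429 after Benjamini-Hochberg adjustment over 6 tests). The log2(TPM + 1) difference was -2.14 for cKO and -1.96 for dKO. Rnu11 did not differ between the mutants beyond the spread of embryos (exact permutation p = 0.371, adjusted 0.446). Trp53 stood at 3.82 ± 1.73 TPM in control, 4.24 ± 0.404 in cKO and 1.23 ± 0.252 in dKO (SD, n = 4 each). The dKO mean was 32.1% of control and 28.9% of cKO (exact permutation p = 0.0286, adjusted 0.0429, for both). No difference in Trp53 was seen between cKO and control (exact permutation p = 0.514), where control embryo 1 stood at 6.37 TPM and the other 3 between 2.63 and 3.37. The direction of this last comparison is not fixed by the data: its log2 difference was 0.18 as deposited and -0.07 after median-shift centring.

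**Figure D1:**
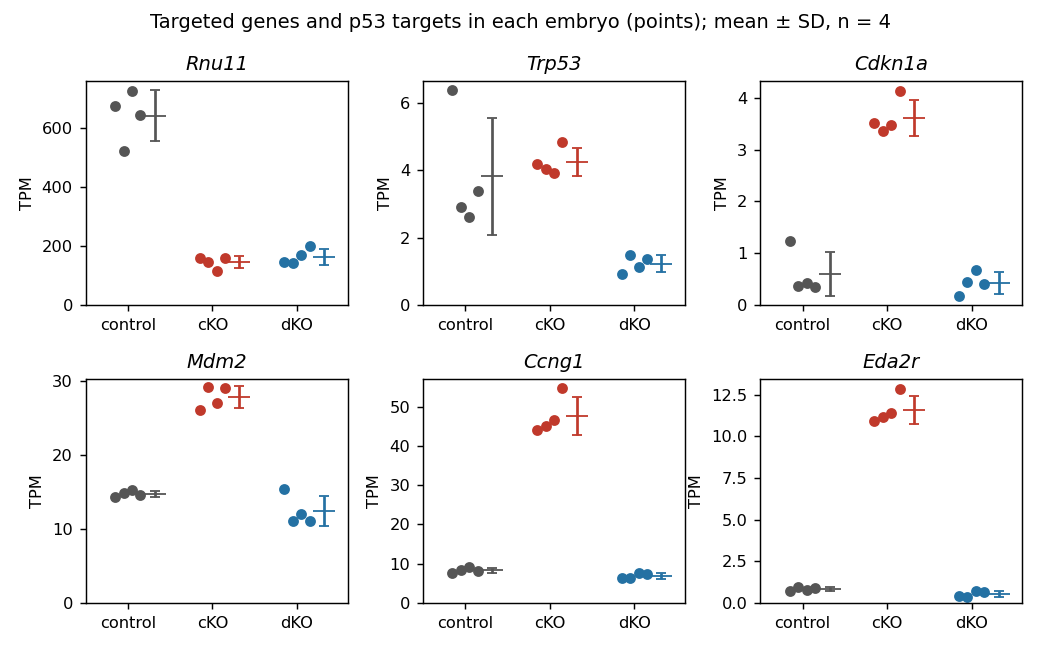
TPM of Rnu11, Trp53 and 4 p53 target genes (vertical axes) in control, cKO and dKO embryos; points are embryos 1 to 4 from left to right, and bars are mean ± SD (n = 4). Rnu11 lies between 115 and 199 TPM in the 8 mutant embryos and above 521 TPM in the controls, and the 4 p53 targets are highest in cKO.

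Most of each library came from short structural RNAs. Rn7s2 took 28.2% to 35.4% of a library's TPM and Rn7sk 14.6% to 18.9%, whereas nuclear protein-coding genes together took 14.4% to 19.99%. The protein-coding share was 15.6% ± 0.764 in control, 17.4% ± 1.84 in cKO and 14.9% ± 0.475 in dKO (SD, n = 4 each). It was lower in dKO than in cKO by the exact permutation test (p = 0.0286, adjusted 0.0857 over 3 contrasts), and cKO and control overlapped (exact permutation p = 0.114, adjusted 0.171). Among 11764 genes with a mean of at least 1 TPM, the median log2 change was 0.25 for cKO against control, -0.01 for dKO against control and -0.26 for dKO against cKO. A shift of this size common to most genes enters every gene's test. Counts of changed genes are therefore given as deposited, after rescaling each library to an equal protein-coding sum, and after median-shift centring. Centring sets the typical gene to nearly no change, so tested genes lean to neither direction, but called genes need not split evenly. After rescaling, the medians were 0.12, 0.04 and -0.08 in the same order. Rescaling to the protein-coding genes of RefSeq (RefSeq rescaling, chosen after the data were seen, like the first) gave 0.05, -0.01 and -0.06.

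The comparison of cKO with control asks what loss of U11 changed. As deposited, 4163 genes had an adjusted p under 0.05 in limma, of which 4035 (96.9%) were higher and 128 lower in cKO. Protein-coding rescaling left 1539 genes (1334 higher, 205 lower; 86.7% higher), RefSeq rescaling left 865 (603 higher, 262 lower; 69.7% higher), and median-shift centring left 786 (438 higher, 348 lower; 55.7% higher). The alternative that moved the count most was a minimum log2 change of 1, with 129 genes. For 3959 of the 11764 genes (33.7%) the 4 deposited values of one group all lay above the 4 of the other, against 2.86% for a random arrangement. The shift common to most genes enters this share, here and in the contrasts below. It was not counted after rescaling or centring, so the excess is not a measure of gene-specific change.

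**Figure D2:**
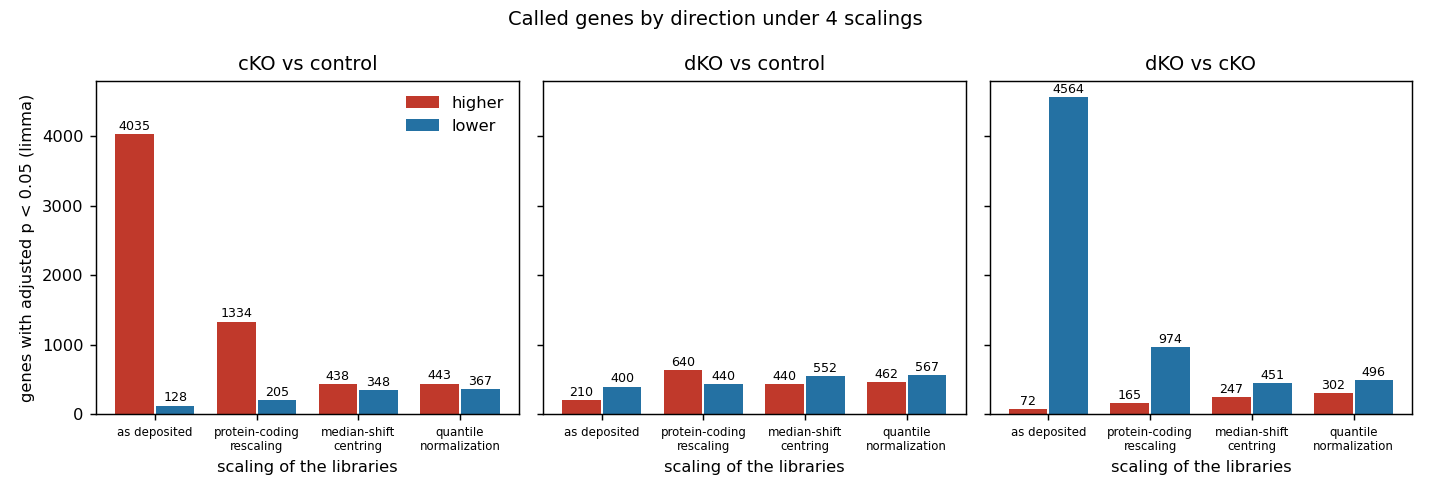
Number of genes with an adjusted p under 0.05 in limma (vertical axis), split into higher (red) and lower (blue), for the 3 contrasts under 4 scalings of the libraries (horizontal axis). For cKO against control, 4035 higher and 128 lower genes as deposited become 1334 and 205 after protein-coding rescaling and 438 and 348 after median-shift centring.

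Under the naming rule fixed before the data were examined, the largest increases in cKO were n-R5s106, Gm12896, Gm23296, Eda2r and Ano3. Ano3, on chromosome 2, rose from 0.195 ± 0.0541 to 6.87 ± 0.332 TPM (SD, n = 4 each), a log2 change of 2.72 ± 0.0822 (SE; limma adjusted p = 2.21e-09). Eda2r, a p53 target on chromosome X, rose from 0.835 ± 0.111 to 11.6 ± 0.853 TPM (SD, n = 4 each), a log2 change of 2.78 ± 0.0974 (SE; limma adjusted p = 6.76e-09). The other 3 are a 5S ribosomal RNA gene copy, a processed pseudogene and a small nuclear RNA gene, whose values are uncertain because their reads can belong to near-identical copies. The largest decreases were in Gm22728, Rnu11, Snora24, Snord118 and Hist1h2ai. Snord118 was listed at 0 in all 4 cKO libraries and at 3.44, 2.09, 1.95 and 4.14 TPM in controls 1 to 4. Hist1h2ai, one of many similar histone genes and so also uncertain, fell from 212 ± 144 to 51.6 ± 5.69 TPM (SD, n = 4 each; limma adjusted p = 0.00232). After protein-coding rescaling, 4 of these genes lost their calls in limma, with adjusted p-values of 0.094 (n-R5s106), 0.0524 (Gm23296), 0.0595 (Gm22728) and 0.0629 (Snora24).

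A list of 42 p53 target genes written before the data were examined asks whether p53 activity differed. Its score, the mean log2(TPM + 1) over the 29 listed genes that passed the filter, was 2.15 ± 0.0795 in control, 3.20 ± 0.0953 in cKO and 2.10 ± 0.0621 in dKO (SD, n = 4 each). The difference of cKO from control was 1.05 as deposited, 0.93 after protein-coding rescaling and 0.80 after median-shift centring, and all 4 cKO embryos lay above all 4 controls. That of dKO from cKO was -1.10, -0.93 and -0.83 under the same scalings. Each has an exact permutation p of 0.0286, the smallest possible, and 0.0571 after adjustment over 18 list tests, which does not pass 0.05. The fry rotation test of limma, listed beforehand as an alternative, gave an adjusted p of 5.92e-08 for both. Between dKO and control the score differed by -0.05 (exact permutation p = 0.4); the median over the listed genes in place of the mean gave 0.18 (exact permutation, adjusted p = 0.0571). Individually, 27 of the 29 genes were called higher in cKO, adjusted over all genes or over the list alone, and 24 and 26 after rescaling. Between dKO and cKO 25 were called lower over all genes and 26 over the list alone. Between dKO and control 1 was called higher and 1 lower under both adjustments.

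Besides Eda2r, the 4 listed p53 targets with the largest change in cKO were Ccng1, Sesn2, Polk and Phlda3. Ccng1, on chromosome 11, stood at 8.28 ± 0.638 TPM in control, 47.7 ± 4.83 in cKO and 6.95 ± 0.748 in dKO (SD, n = 4 each), with log2 changes of 2.39 for cKO against control (limma adjusted p = 2.26e-08) and -2.61 for dKO against cKO (limma adjusted p = 7.55e-09). The log2 changes of Sesn2, Polk and Phlda3 in cKO were 1.73, 1.67 and 1.58, with limma adjusted p-values of 1.58e-05, 3.33e-06 and 1.14e-05. None of these 5 differed between dKO and control; their limma adjusted p-values there ran from 0.144 (Eda2r) to 0.908 (Sesn2). Cdkn1a and Mdm2, plotted as familiar p53 targets and chosen outside the rule after the data were seen, stood at 0.597 ± 0.427 and 14.8 ± 0.443 TPM in control, 3.61 ± 0.346 and 27.9 ± 1.52 in cKO, and 0.425 ± 0.206 and 12.4 ± 2.03 in dKO (SD, n = 4 each).

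The comparison of dKO with control asks what differed when Trp53 was deleted as well, whether or not it had changed in cKO. As deposited, 610 genes passed in limma, 210 higher and 400 lower (34.4% higher). Protein-coding rescaling gave 1080 (640 higher, 440 lower; 59.3% higher), RefSeq rescaling 1071 (399 higher, 672 lower; 37.3% higher) and centring 992 (440 higher, 552 lower; 44.4% higher), so the majority direction changed with the first of these. The sum behind that rescaling includes 67 histone genes that were lower in dKO. On the log2 scale it differed from control by -0.068 with them and by -0.00214 without them. As deposited, values were separate between the groups for 1598 genes (13.6%). Named by rule, the largest increases were in Tma7-ps, Gm24830, Gm23444, B930036N10Rik and Gm8730, and the largest decreases in Gm23647, Gm27753, Gm47283, Pcna-ps2 and Gm28872. All 10 stayed below an adjusted p of 0.05 after rescaling. In cKO against control as deposited, Tma7-ps, Gm24830, Gm8730, Gm27753 and Pcna-ps2 were not called (limma adjusted p from 0.0979 to 0.928). The remaining named genes were called there in the same direction as in dKO. Tma7-ps stood at 5.61 ± 1.87 TPM in control and 65.5 ± 29.2 in dKO (limma log2 change 3.26 ± 0.317 SE, adjusted p = 0.000129). Gm28872, an intergenic noncoding RNA gene on chromosome 4, fell from 190 ± 26.5 to 35.7 ± 19.2 TPM in dKO and stood at 62.1 ± 18.5 in cKO (limma adjusted p = 0.00102 and 0.00355). Of the 10, 3 are processed pseudogenes (Tma7-ps, Gm8730, Pcna-ps2), 4 are short RNA genes (Gm24830, Gm23444, Gm23647, Gm27753) and B930036N10Rik is antisense to another gene, and the authors' treatment of shared or opposite-strand reads is not stated, so their values are uncertain.

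The direct comparison of dKO with cKO asks what Trp53 loss changed in embryos that lack U11. As deposited, 4636 genes passed in limma, 72 higher and 4564 lower in dKO (1.55% higher). Protein-coding rescaling gave 1139 (165 higher, 974 lower; 14.5% higher), RefSeq rescaling 1012 (187 higher, 825 lower; 18.5% higher) and centring 698 (247 higher, 451 lower; 35.4% higher). As deposited, 3910 genes (33.2%) had separate values. By rule, the largest decreases were in Gm23296, Eda2r, Gm27753, Ccng1 and Ano3, and the largest increases in Snord22, Tma7-ps, Gm24095, Gm23472 and Gm6344, all 5 of which are short RNA genes or processed pseudogenes. These 5, and the short RNA genes Gm23296 and Gm27753, are uncertain. Eda2r fell by 3.04 on the log2 scale in dKO relative to cKO and Ano3 fell by 2.55 (limma adjusted p = 2.39e-09 for both). Ano3 stood at 0.342 ± 0.0948 TPM in dKO and did not differ from control (limma adjusted p = 0.286).

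Of the genes called in cKO against control, those also called in dKO against control in the same direction numbered 262 of 4163 (6.29%) as deposited, 430 of 1539 (27.9%) after rescaling and 313 of 786 (39.8%) after centring. Genes called in the opposite direction between dKO and cKO numbered 2591 (62.2%), 428 (27.8%) and 204 (26.0%). Noise in the control libraries, which both contrasts of the first count use, raises that count, and noise in the cKO libraries raises the second in the same way. The shared genes comprised 175 higher and 87 lower in both mutants as deposited, 301 and 129 after rescaling, and 115 and 198 after centring. Their majority direction therefore depended on the scaling. The countered genes comprised 2586 higher and 5 lower in cKO, 404 and 24, and 166 and 38 in the same order.

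**Figure D3:**
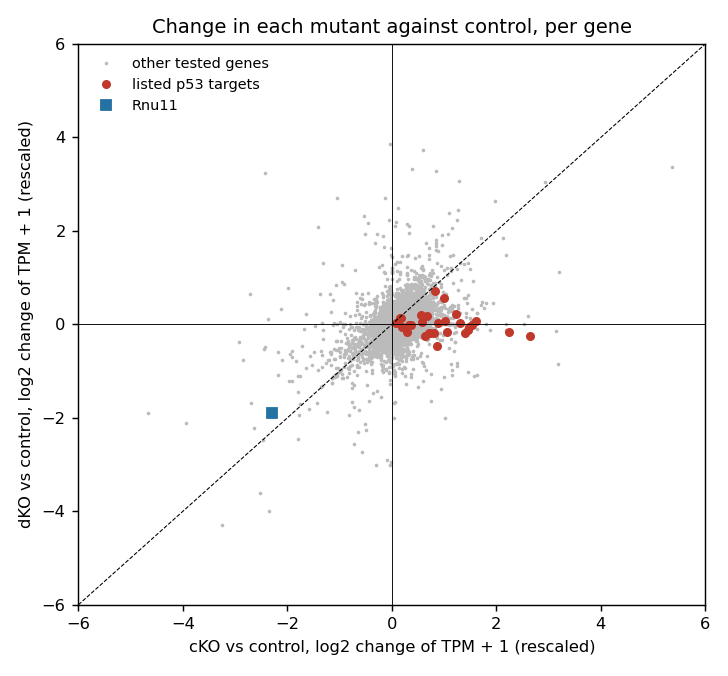
Change of each of 11764 genes in cKO against control (horizontal) and dKO against control (vertical), as log2 change of TPM + 1 after protein-coding rescaling; grey points are single genes, red points the listed p53 targets and the blue square Rnu11, and the dashed line marks equal change. The p53 targets lie to the right near the horizontal axis (mean change 0.93 in cKO and -0.001 in dKO), and Rnu11 lies near the dashed line at -2.30 and -1.90.

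Genes with minor introns are those that U11 acts on, so a list of 63 of them, written from general knowledge and not checked on sequence, was scored over the 55 that passed the filter. Gene values here sum all transcripts of a gene and do not separate spliced from unspliced RNA. The score of cKO against control differed by 0.16 as deposited, 0.03 after rescaling, -0.04 after RefSeq rescaling and -0.09 after centring, so its direction depended on the scaling. In dKO the score was lower than in control by each scaling, with differences of -0.23, -0.18 and -0.21, and lower than in cKO, with -0.39, -0.21 and -0.12. For both dKO contrasts the exact permutation p was 0.0286 and the adjusted p 0.0571. In limma, 18 of the 55 genes were called higher and 4 lower in cKO as deposited, with the same numbers when adjusted over the list alone, and 8 higher and 6 lower after rescaling (11 and 6 over the list alone). In dKO against control 0 were higher and 11 lower (1 and 22 over the list alone), and after rescaling 1 and 13 (2 and 17). In dKO against cKO 0 were higher and 39 lower (0 and 42 over the list alone), and after rescaling 0 and 15 (0 and 21). The largest called changes in cKO were in Spc24, Mapk8, Scn3a, Scn2a and Mapk9. Spc24, on chromosome 9, fell from 15.01 ± 2.06 TPM in control to 7.50 ± 1.56 in cKO and 7.04 ± 0.376 in dKO (SD, n = 4 each; limma adjusted p = 0.000526 and 0.00103). The other 4 rose in cKO by 0.85, 0.73, 0.69 and 0.68 on the log2 scale, with limma adjusted p-values from 0.000542 to 0.00143, and were not called in dKO against control.

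Marker lists for cell classes of the developing cortex describe the composition of the tissue. The neuron score was 3.20 ± 0.0537 in control, 3.74 ± 0.118 in cKO and 3.11 ± 0.258 in dKO (SD, n = 4 each). Its difference of cKO from control was 0.54 (exact permutation p = 0.0286, adjusted 0.0571), 0.41 after rescaling (p = 0.0286) and 0.29 after centring (p = 0.0571). That of dKO from cKO was -0.63 (exact permutation p = 0.0286, adjusted 0.0571), -0.44 and -0.36 (p = 0.0571 for the last 2), so the groups overlapped under those scalings. Relative to control, the proliferation score in dKO was lower by each scaling, with differences of -0.27 (exact permutation p = 0.0286, adjusted 0.0571), -0.21 and -0.25. In cKO the proliferation score differed from control by -0.02 (exact permutation p = 0.771) as deposited, and by -0.17 and -0.27 after rescaling and centring (exact permutation p = 0.0286 each), and between dKO and cKO its direction changed with centring, from -0.24 to 0.02. Radial glia and intermediate progenitor scores showed no difference beyond the spread of embryos in any contrast as deposited (exact permutation p from 0.257 to 0.943). After centring, radial glia differed by -0.30 for cKO against control and 0.18 for dKO against cKO, and intermediate progenitors by -0.25 for cKO against control (exact permutation p = 0.0286 each, adjusted 0.0514). After rescaling these were -0.19, 0.11 and -0.13 (exact permutation p = 0.0571, 0.143 and 0.114). None of the 18 list tests passed 0.05 after adjustment under any of these scalings. As deposited, 9 had the smallest possible p. A list at that p can pass only if enough other tests also reach it, however large its change.

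**Figure D4:**
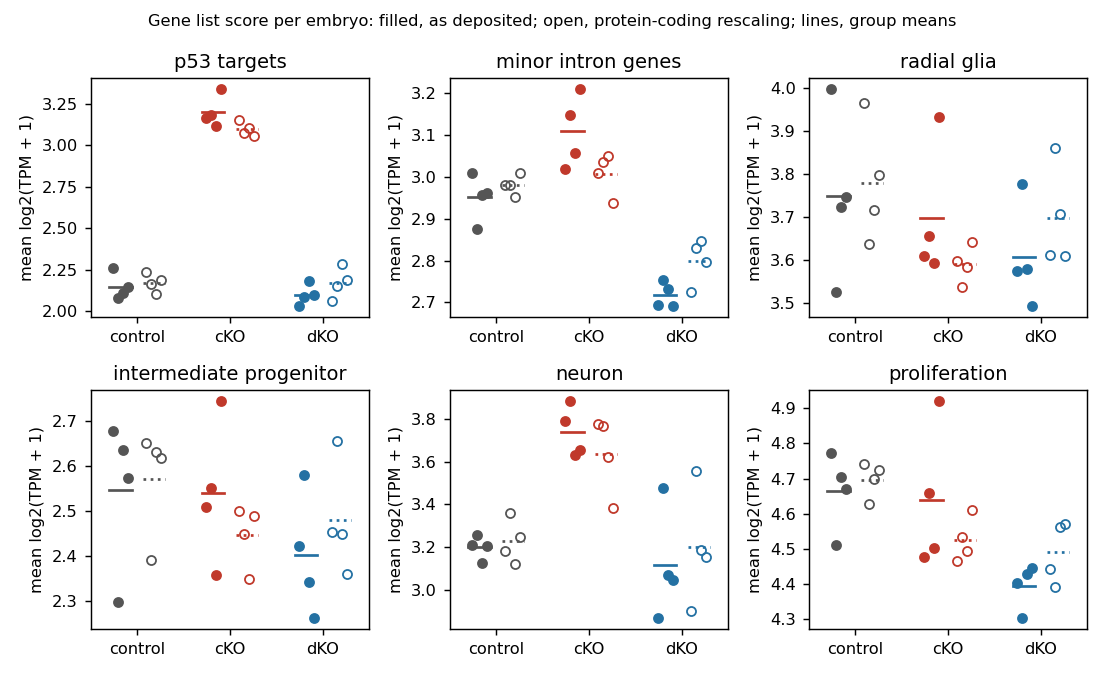
Score of 6 gene lists (vertical axes, mean log2(TPM + 1) over the listed genes) in control, cKO and dKO embryos; filled points are as deposited, open points after protein-coding rescaling, and lines are group means (n = 4). The p53 target score is 3.20 in cKO against 2.15 and 2.10 in control and dKO; the minor intron difference of cKO from control is 0.16 as deposited and 0.03 rescaled and turns to -0.09 after centring.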

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

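The test in this part was chosen after the values were seen. In each group of 4 embryos, the gap between the most extreme embryo and its nearest neighbour was divided by the range of the group, for every gene named by the rule, the 6 list scores and the protein-coding share. A ratio above the 95% critical value of Dixon's test for 4 values marks an embryo far from the other 3. This occurred in 12 of 122 groups, where 6.1 are expected by chance. In 5 of the 12 the ratio is 1 because the other 3 embryos were all listed at 0: Gm22728 in cKO (embryo 1), Gm23296 in dKO (embryo 3), Gm23647 in dKO (embryo 3), Gm27753 in dKO (embryo 2) and Snord22 in cKO (embryo 4). With 3 equal values at 0, the ratio can take no other value. Without these groups 7 of 117 were beyond the limit, against 5.85 by chance, so the excess comes from groups with 3 values at 0.

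In 3 further groups a single embryo was listed at 0 while the other 3 were not. These were n-R5s106 in dKO (ratio 0.83, embryo 3), Snord118 in dKO (0.985, embryo 2) and Snord22 in control (0.896, embryo 2). The remaining 4 were Gm24830 in cKO (0.835, embryo 4 low), Hist1h2ai in dKO (0.855, embryo 2 high at 93.2 TPM), Pcna-ps2 in control (0.843, embryo 1 high at 13.6 TPM) and Scn2a in control (0.9, embryo 2 high at 0.921 TPM).

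A candidate explanation is that short or multi-copy genes have unstable estimates, with reads assigned to one copy or another. Such groups would then fall mainly on genes that are not protein-coding. They made up 10 of 59 groups of such genes and 2 of 42 groups of protein-coding genes, a difference that Fisher's exact test did not separate from chance (p = 0.116). Without the groups with 3 values at 0 they were 5 of 54 and 2 of 42 (Fisher's exact p = 0.463). Gene type is an imperfect stand-in for short or multi-copy genes. Hist1h2ai, which resembles many other histone genes, was counted as protein-coding, and its dKO group was among the 2. These tests therefore cannot decide on the explanation. The design gives no difference between embryos of one genotype, so no biological explanation was tested.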

How the results depend on the processing

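Counts of changed genes depended strongly on the processing. In the order cKO against control, dKO against control and dKO against cKO, the counts of 4163, 610 and 4636 became 1900, 294 and 2220 with a mean of at least 5 TPM, 810, 1029 and 798 with quantile normalization, 786, 992 and 698 with median-shift centring, 1539, 1080 and 1139 with protein-coding rescaling and 865, 1071 and 1012 with RefSeq rescaling (both chosen after seeing the data), and 129, 65 and 156 with a log2 change of at least 1. Sample weights gave 6099, 1579 and 5673, the second beyond 1.5 times. Genes shared by both mutants, 262 as deposited, became 124 with a mean of at least 5 TPM, 725 with sample weights, 17 with a log2 change of at least 1 and 430 with rescaling. Countered genes, 2591 as deposited, became 1161 with the mean of at least 5, 212 with quantile normalization, 204 with centring, 3946 with weights, 59 with the minimum change, 428 with rescaling and 270 with RefSeq rescaling. With a mean of at least 5 TPM only 5803 genes were tested, and 1892 of the 1900, 283 of the 294 and 2194 of the 2220 calls were also called as deposited, so the lower counts follow from testing fewer genes. The minimum change keeps a subset of the calls by definition. Quantile normalization and centring set the median gene near 0, and centring removed the simulated common shift of 0.25, as it must for a shift equal in all libraries. For sample weights the cause was not tested. Of the 4163 genes, 561 were called in the same direction after centring, 1457 after rescaling and 726 after RefSeq rescaling. With a pseudocount of 0.1, without the filter, with fits of 2 groups only and without X and Y genes, all 5 counts stayed within 1.5 times. The genes behind the counts were less stable without the filter, which kept 2793 of the 4163, 361 of the 610 and 3501 of the 4636 calls. There the calls of dKO against control went from 210 higher and 400 lower to 270 and 265.

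Leaving out each embryo in turn gave 2468 to 4353, 333 to 705 and 3082 to 4851 calls over 12 fits, 164 to 286 shared genes and 1358 to 2870 countered genes.

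The replicate block was checked only here. Deviations of same-numbered embryos from their group means correlated at -0.0164 (12 pairs), against 0.0055 for other pairs (36), and the embryos are different animals. With the replicate block the counts were 2979, 409 and 3608.

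List scores kept their direction except as follows. With the median over the listed genes, the p53 target score of dKO against control was 0.18 and the proliferation score of cKO against control 0.00902; the cause was not tested. With median-shift centring, the minor intron score of cKO against control was -0.0915, and the radial glia, intermediate progenitor and proliferation scores of dKO against cKO were 0.177, 0.13 and 0.0239. Centring subtracts the library's median shift (mean -0.0816 in control, 0.168 in cKO and -0.101 in dKO) from every gene, and these reversals are that subtraction. Rescaling gave 0.107 and 0.0331 for radial glia and intermediate progenitors there, through 1 factor per library. RefSeq rescaling gave 0.1226 and 0.047 for these and -0.0417 for the minor intron score of cKO against control, likewise through 1 factor per library. Over the 8 fits that each left out 1 embryo of the groups compared, differences of cKO from control ran from -0.129 to 0.0323 for radial glia, -0.088 to 0.0558 for intermediate progenitors and -0.118 to 0.0298 for proliferation. For p53 targets they ran from 1.01 to 1.09.

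The fry rotation test of limma passed in 7 comparisons whose adjusted permutation p was above 0.05. Its adjusted p, and that with the replicate block, was 5.92e-08 and 1.02e-05 for p53 targets in both contrasts with cKO, 0.0172 and 0.0454 (cKO against control), 0.00146 and 0.00752 (dKO against control) and 3.79e-05 and 0.00083 (dKO against cKO) for minor intron genes, and 0.00291 and 0.00237 (cKO against control) and 0.00102 and 0.00104 (dKO against cKO) for neurons. For intermediate progenitors of cKO against control its direction was upward, at 0.943 and 0.969. No fry values were obtained after rescaling or centring. For minor intron genes of cKO against control, the score was 0.16 as deposited, 0.03 after rescaling and -0.09 after centring. The fry pass there therefore does not settle a direction. Across the alternatives with permutation tests, the adjusted p of the p53 target score in cKO ran from 0.0514 to 0.0735.

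Rnu11 in both mutants and Trp53 in dKO kept direction and adjusted permutation p under 0.05 in all alternatives run. Trp53 in cKO against control was -0.0697 with centring, -0.00992 with RefSeq rescaling, and ran from 0.0631 to 0.404 with 1 embryo left out, the highest without control embryo 1 (exact permutation adjusted p = 0.0343; 0.457 to 0.971 across the scalings and pseudocounts). With RefSeq gene types the protein-coding share differed by 2.45 points for cKO against control and fell by 2.48 points for dKO against cKO (exact permutation adjusted p = 0.0429 each). With GENCODE types and 1 embryo left out, the share of cKO differed from control by 0.977 to 2.28 points. That of dKO differed from cKO by -3.00 to -1.70 points. Both differences were smallest without cKO embryo 4.

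For the named genes other than the targeted genes tested by permutation, 33 results under whole-data alternatives and 35 with 1 embryo left out lost their call, and 0 changed direction. Most of these genes were chosen for large changes between groups that do not overlap. Their kept direction was thus nearly fixed by the choice and is no evidence of stability. With 1 embryo left out the genes that lost their call were n-R5s106, Gm22728, Snora24, Gm23647, Gm8730 and Gm23296, 4 of them in 7 of 8 fits. Unknown depth limits what can be said of genes listed at 0, Snord118 in cKO among them.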

Other observations

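The tests of library composition, of cell-type markers, of small nucleolar RNA and of histone sums in this part were chosen after the patterns were seen; those of other groupings, transcript length, GC content and neighbouring genes were set out before their results were seen.

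Other groupings of the embryos gave few calls. Of the 8 splits of each pair of groups that part all 4 same-numbered pairs, 1 gave as many calls as the real groups, the real split itself, for each of the 3 contrasts. With 8 splits the share cannot fall under 0.125, so this alone cannot exclude an accident of grouping. Over all 35 splits of each contrast, which also include splits that keep some same-numbered pairs together, again 1, the real one, gave as many, and the others gave at most 2 calls. For genes shared by both mutants, 2 of 100 regroupings gave as many; besides the real one, this was the arrangement that keeps the real groups and exchanges their roles, and regroupings that mix the genotypes gave at most 1 gene. For countered genes, 1 of 100 gave as many, and the largest other count was 75.

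Nearly all calls of cKO against control were increases. If the share of protein-coding RNA in the libraries were the source, rescaling to that share would bring the increases under 65% of calls, the limit set for this test. Protein-coding rescaling left 86.7% and RefSeq rescaling 69.7%, while calls fell from 4163 to 1539 and 865 and the median change from 0.25 to 0.12 and 0.05. Neither reached the limit, but the corrections were partial and their size depended on the genes summed. The GENCODE protein-coding sum differed by 0.156 on the log2 scale between cKO and control, and by 0.243 without the 67 histone genes described below. With RefSeq genes the difference was 0.239. RefSeq types were matched by symbol, and none of those 67 symbols matched a RefSeq protein-coding gene. The RefSeq sum is therefore no independent check on the sum without histone genes. Both values, 0.243 and 0.239, are close to the median change of all tested genes as deposited. Most tested genes are protein-coding, so this match would arise whether or not library composition is the source, and it favours neither. The pattern therefore cannot be told apart from library composition. Across 10065 protein-coding genes, which are not independent replicates, the rescaled change had a Spearman rho of 0.11 with transcript length and 0.0433 with GC content, both under the limit of 0.2. With mean expression the rho was -0.193, so genes with lower values tended to rise more; no limit had been set for this measure. Sequencing depth is unknown and its effect was not tested, and centring, which fixes the median, cannot decide the matter.

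Microglia markers were higher in cKO. The rescaled score over 10 listed genes was 1.30 ± 0.0657 in control, 2.61 ± 0.202 in cKO and 1.56 ± 0.139 in dKO (SD, n = 4 each), and every cKO embryo lay above every other embryo. The differences were 1.30 for cKO against control and -1.05 for dKO against cKO (exact permutation p = 0.0286 each, the smallest possible; 0.0514 after adjustment over 18 tests). After rescaling the dKO score was also above control, by 0.25, with the same p-values. That separation was narrow, with a lowest dKO value of 1.3775 and a highest control value of 1.3763. As deposited the difference was 0.21 and the groups overlapped (exact permutation p = 0.0571, adjusted 0.129). In limma after rescaling, 0 of 9 tested markers were called in dKO against control. In limma after rescaling, 8 of 9 tested markers were called higher in cKO; P2ry12 was not (log2 change 0.0133, adjusted p = 0.952). Composition of the library would remove the difference on rescaling, and it remained (exact permutation p = 0.0286). Blood carried over with the tissue would raise erythroid markers. Their score in cKO was above control by 0.31 as deposited (exact permutation p = 0.0857) and by 0.18 after rescaling (exact permutation p = 0.257). Neither difference exceeded the spread of embryos, but with 4 embryos per group a contribution of blood is not excluded. Ventral tissue in the dissection would raise ventral markers, and these were higher in cKO, from 0.246 ± 0.0413 to 0.401 ± 0.0589 after rescaling (exact permutation p = 0.0286). Embryos 2 and 4 of dKO had ventral scores of 0.415 and 0.402, above those of cKO 3 and 4 (0.386 and 0.326). Their microglia scores were 1.52 and 1.66, and the higher one lay 0.754 below the lowest cKO embryo, so the ventral score alone does not account for the difference. Other differences in dissection were not tested. A hypothesis of more microglia, or of more active ones, in cKO may be worth testing by staining.

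Host genes of small nucleolar RNAs (the 14 numbered Snhg genes above 0) were higher in dKO than in control, with a difference of 0.45 as deposited and 0.51 after rescaling (exact permutation p = 0.0286, the smallest possible; adjusted 0.0735 and 0.0514). In limma after rescaling, 6 of 13 tested were called higher and 0 lower in dKO against control, Snhg9 with a log2 change of 1.91 and Snhg3 with 1.56. In cKO the score was also above control, by 0.44 and 0.30, and 4 were called higher. Rescaling cannot test library composition for dKO: its protein-coding sum differed from control by -0.068 on the log2 scale, so rescaling enlarges an increase. For cKO, where rescaling lowers the values, the difference of 0.30 remained (exact permutation p = 0.0286). Of 235 small nucleolar RNA genes that lie within these genes on the same strand, 25 had a value above 0. Their sum was 6256 ± 436 TPM in control and 6133 ± 231 in dKO (SD, n = 4 each), and did not differ after rescaling (exact permutation p = 0.371). The most abundant of them weigh most in that sum. The other 210 stood at 0 in all libraries, and if reads of the small nucleolar RNAs were credited to the host genes the sum would not show it. The pattern therefore cannot be told apart from such reads. A sum over all small nucleolar RNA genes did not differ either (exact permutation p = 0.8286).

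The summed value of 67 replication-dependent histone genes was 19174 ± 2861 TPM in control, 11913 ± 1826 in cKO and 12172 ± 544 in dKO (SD, n = 4 each). On the log2 scale cKO fell by 0.69 and dKO by 0.64, and after rescaling by 0.84 and 0.58 (exact permutation p = 0.0286 each, adjusted 0.0735 as deposited and 0.0514 after rescaling). For cKO rescaling cannot test library composition: its protein-coding sum was above control by 0.156 on the log2 scale, so rescaling lowers cKO further. For dKO, whose sum differed from control by -0.068, rescaling narrowed the difference but did not remove it (exact permutation p = 0.0286). That sum includes the histone genes, and without them it differed by only -0.00214. The narrowing thus came from the fall of the histone genes themselves, so rescaling does not test library composition for dKO either. The lowest control exceeded the highest cKO embryo by 0.0855 on the log2 scale as deposited and by 0.537 after rescaling. Control embryo 1 had the highest sum, 22501 TPM; leaving it out cannot change this gap. Without it the mean log2 difference of cKO from control was -0.605 as deposited and -0.784 after rescaling, so most of its size did not rest on that library. Fewer cells in S phase in both mutants may contribute, and so might a different capture of transcripts without poly(A) tails, which was not tested.

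Genes near the targeted loci were examined for DNA of another strain carried along with the floxed alleles. Among the 200 tested genes nearest Trp53, 6.5% were called in dKO against control after centring, against 8.46% of the others (Fisher's exact p = 0.37). As deposited these were 2.0% and 5.23% (Fisher's exact p = 0.0358), fewer calls near Trp53 and not more. Among the 200 nearest Rnu11, 8.0% were called in cKO against control, against 6.65% (Fisher's exact p = 0.473), and as deposited 37.0% and 35.4% (Fisher's exact p = 0.655). Neither neighbourhood was enriched.

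Further values are given here without an explanation. Gm47283, named above among the decreases in dKO and annotated on chromosome Y, stood at 5.22 to 6.002 TPM in the 4 controls, 2.53 to 4.73 in cKO and 0 to 0.0362 in dKO. The Y gene Ddx3y was above 9 TPM in controls 1 and 2, cKO 3 and dKO 1, 2 and 4 and at most 0.0202 in the others, so Gm47283 did not follow it. Xist was above 19 TPM in the embryos without Ddx3y, so embryos with Ddx3y made up 2 of 4 controls, 1 of 4 cKO and 3 of 4 dKO. Rpph1 was 23890 ± 772 TPM in control, 27100 ± 2788 in cKO and 32260 ± 1294 in dKO. Mitochondrial ribosomal RNA took 4.59% of dKO 2 and 2.05% of control 1, against at most 0.859% of the other 10 libraries. AY036118 reached 5003 TPM in dKO 1, against at most 620 in the others. The minor spliceosomal RNA Rnu12 was 9.11 ± 2.41, 8.96 ± 3.51 and 11.4 ± 4.28 TPM in control, cKO and dKO (SD, n = 4 each).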
